# Effect of the Citrus Lycopene β-Cyclase Transgene on Carotenoid Metabolism in Transgenic Tomato Fruits

**DOI:** 10.1371/journal.pone.0032221

**Published:** 2012-02-24

**Authors:** Fei Guo, Wenjing Zhou, Jiancheng Zhang, Qiang Xu, Xiuxin Deng

## Abstract

Lycopene β-cyclase (LYCB) is the key enzyme for the synthesis of β-carotene, a valuable component of the human diet. In this study, tomato constitutively express *Lycb-1* was engineered. The β-carotene level of transformant increased 4.1 fold, and the total carotenoid content increased by 30% in the fruits. In the transgenic line, the downstream α-branch metabolic fluxes were repressed during the three developmental stages while α-carotene content increased in the ripe stage. Microarray analysis in the ripe stage revealed that the constitutive expression of *Lycb-1* affected a number of pathways including the synthesis of fatty acids, flavonoids and phenylpropanoids, the degradation of limonene and pinene, starch and sucrose metabolism and photosynthesis. This study provided insight into the regulatory effect of *Lycb-1* gene on plant carotenoid metabolism and fruit transcriptome.

## Introduction

Carotenoids represent a highly diverse classes of natural pigments, with >700 naturally occurring molecules of this type already catalogued [1]. Plant carotenoids are composed of a C40 isoprenoid skeleton to which are attached polyene chains containing up to 15 conjugated double bonds. Plant carotenoids are synthesized by nuclear-encoded enzymes in the plastids via the MEP pathway [2]. Their in planta function is to protect photosynthesis from damage caused by excessive light [3], [4] and to provide a substrate for the synthesis of certain phytohormones [5], [6]. They also serve as precursors for the synthesis of a number of biologically important compounds [7], [8], [9], [10]. Some carotenoids are exploited as natural food colorants, and others are used in the cosmetics and pharmaceutical industries [11]. They also represent an important component in human nutrition, providing both a source of provitamin A and some protection against various cancers [12].

Carotenoid synthesis is a complex secondary metabolic system [13]. In the tomato fruit, LYCB activity yields β-carotene [14], which is a major source of vitamin A for the human diet [12], [15]. The human body is unable to synthesize carotenoids, instead has to rely on their presence in the diet. As tomato fruits are rich in β-carotene precursors, there is a substantial interest in engineering carotenoid synthesis in tomato with a view to enhancing its β-carotene content. The carotenoid content of the tomato fruit has been successfully manipulated via a number of transgenic strategies. Plants expressing a *Erwinia uredovora* phytoene desaturase (*crtI*) gene, the product of which converts phytoene into lycopene, was successful in increasing fruit β-carotene content by three fold [16]. Similarly, the heterologous expression in the tomato fruit of *crtB*, an *Erwinia uredovora* phytoene synthase gene, raised it by between two and four fold, divided between phytoene, lycopene, β-carotene and lutein [17]. Plants over-expressing endogenous *Lycb* also produce fruit having an enhanced content of β-carotene as a result of the almost complete cyclization of lycopene [18]; meanwhile the down-regulation of DE-ETIOLATED1 (*Tdet1*) had a similar result [19]. The plastidial expression of a bacterial *Lycb* gene was able to trigger the conversion of lycopene to β-carotene, resulting in a four fold enhancement in the fruit's pro-vitamin A content [20]. Genes encoding LYCB either from *Erwinia herbicola* or the daffodil (*Narcissus pseudonarcissus*) have also been introduced into tomato plastids. While expression of the former appeared to have little effect on carotenoid composition, the product of the latter was able to efficiently convert lycopene into β-carotene [21].

The regulation of β-carotene synthesis has been widely researched. In wild type tomatoes, the B gene, which encodes a form of LYCB, is only expressed at low levels during the breaker stage of ripening, but in the *Beta* mutant, its transcription is substantially enhanced, resulting in a notably higher accumulation of β-carotene [14]. In cauliflower, a mutation in *Or* results in the deposition of substantial quantities of β-carotene in various tissues [22]. Meanwhile in maize, it has been demonstrated that the β-carotene hydroxylase 1 gene (*crtRB1*) is responsible for a major proportion of the variation in β-carotene concentration and conversion in the grain [23]. Nevertheless, the consequences of overproducing β-carotene, both with respect to carotenoid synthesis and to the transcriptome as a whole have not been widely explored. In this study, we have explored the effect on carotenoid synthesis of constitutively expressing a citrus *Lycb-1* gene in tomato. We have compared gene expression profiles in the fruit of wild type and the transgenic plants at a variety of developmental stages, which has allowed us to evaluate the effect of the over-production of β-carotene on the expression of other genes involved in carotenoid synthesis, and on the transcriptome in the ripe stage as a whole.

## Results

### Transgenic tomato constitutively expressing Lycb-1

Of the 14 presumptive primary transformants regenerated by agrobacterium transformation method, 9 were proved positive by both PCR and Southern hybridization. The fruit color by these transformants ranged from yellow to red, with four plants producing clearly yellow fruit. The predominant carotenoid responsible for this changed pigmentation was β-carotene as revealed by HPLC analysis. Southern blotting revealed that the copy number of *npt*II in these lines ranged from one to three (Fig. S1). Single copy carrier progeny of Lycb1-T_0_17 and -T_0_30 were self-fertilized to generate fixed lines, as validated using a PCR-based progeny test. The effect of constitutive *Lycb-1* expression during fruit development and ripening was tested in Lycb1-T_0_17 progeny over three generations, and the same line was also used to study the effect of constitutive *Lycb-1* expression on the transcriptome as a whole.

### Changes in the carotenoid, sugar and ABA content of plants constitutively expressing Lycb-1

The levels of the predominant carotenoids at the mature green, breaker and ripe stages of *Lycb-1* and WT fruit are shown in Table 1. At the mature green stage, the only detected carotenoids were lutein and β-carotene. The content of the former in WT was 1.1 fold higher than in *Lycb-1*, while for the latter, the transgenic line contained 0.2 fold more than the WT. At the breaker stage, lycopene was present in WT, but not in *Lycb-1* fruit. The phytoene and lutein content of the WT fruit was, respectively, 1.6 and 1.0 fold higher than that of the *Lycb-1* fruit, while the β-carotene content was 0.5 fold higher in the transgenic fruit. At the ripe stage, β-carotene persisted as the principal carotenoid in the transgenic fruit, whereas in the WT fruit, its place was taken by lycopene. The *Lycb-1* fruit accumulated β-carotene up to 1.1 mg/gDW (dry weight). This increase of β-carotene greatly exceeded the extent of the decrease in lycopene, resulting in a fruit with a 30% higher content of carotenoid than the WT. *Lycb-1* fruits also accumulated substantial quantities of violaxanthin, a compound which was not detected in WT fruit. Both phytoene and lutein were present at lower levels in the transgenic fruit than in the WT (by 0.4 and 0.8 fold, respectively), while the α-carotene content was 3.4 fold higher. The ABA content in *Lycb-1* fruit was lower than in the WT fruit at all three developmental stages sampled (Table 1). The over-expression of *Lycb-1* had no discernible effect on the carotenoid content of the leaf (Table 2). The formation of carotenoid uses sugar as early carbon source precursors in the biosynthetic pathway, because of the unexpected increase of the total carotenoid content, we analyzed the sugar contents. Results showed that the sucrose content was unaffected by the presence of the transgene at all three development stages, but the concentration of both fructose and glucose was lower in the *Lycb-1* than in the WT fruit at all stages, especially at the ripe stage (Fig. 1).

**Figure 1:**
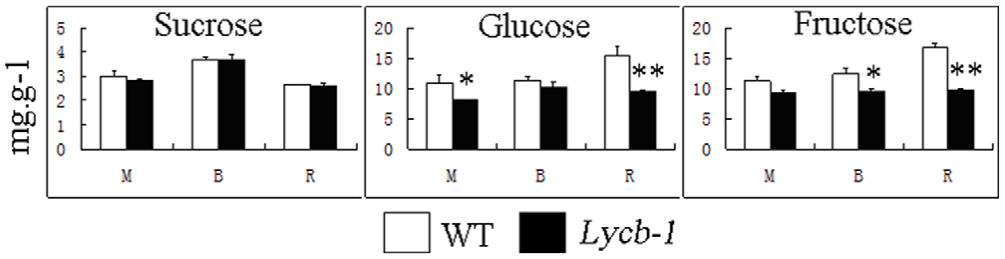
Soluble sugar (fructose, glucose and sucrose) contents in the fruits of Wild-Type and *Lycb-1* plants. Columns and bars represent, respectively, the mean and SD (n = 3), Student's t tests illustrate statistical significance (* P<0.05, ** P<0.01).M: mature green, B: breaker, R: ripe.

**Table 1:** Carotenoids contents in fruit of *Lycb-1* transgenic and wild-Type plants during development and ripening.

	Carotenoids Contents (µg/g DW)/ABA Contents (ng/g FW)					
	Mature green		Breaker		Ripe	
Carotenoid	Wild type	LYCB1-T_2_17	Wild type	LYCB1-T_2_17	Wild type	LYCB1-T_2_17
Phytoene	NA	NA	51.76±16.36	19.35±2.25**	666.16±38.33	493.33±38.76**
Lycopene	NA	NA	93.81±21.75	NA	913.69±100.85	809.91±75.07
α-carotene	NA	NA	NA	NA	3.68±1.00	16.09±0.54**
β-carotene	18.10±3.43	21.81±3.61	78.55±12.98	119.96±13.40*	214.01±11.75	1105.17±24.80**
Lutein	49.85±4.42	23.61±3.82**	70.07±10.72	34.99±3.04**	131.41±11.11	73.68±6.66**
Violaxanthin	NA	NA	NA	NA	NA	7.68±2.64**
ABA	164.88±9.02	129.92±6.01**	516.27±10.53	377.06±10.28**	496.02±13.89	399.48±10.90*

Mature green, 37±1 day post anthesis; Breaker, 44±1 day post anthesis; Ripe, 10 day post breaker. Data presented as the average with SD of 3 repeats, Student's t tests illustrate statistical significance (* P<0.05, ** P<0.01). DW: dry weight; FW: fresh weight; NA: not applicable.

**Table 2:** Carotenoids contents in the leaf of the *Lycb-1* transgenic and the wild-Type.

	Carotenoid Contents (µg/g FW)	
	Leaves	
Carotenoid	Wild type	LYCB1-T_2_17
α-carotene	1.32±0.17	1.27±0.05
β-carotene	169.05±42.40	162.40±8.11
Lutein	305.88±6.83	268.61±63.75
Violaxanthin	6.52±0.66	8.11±2.22

Data presented as the average with SD of 3 repeats. FW: fresh weight.

### Effect of the constitutive expression of Lycb-1 on the expression of other carotenogenic genes

The expression levels in both *Lycb-1* and WT of the genes *Dxs* (deoxyxylulose 5-phosphate synthase), *Ggps-1* (geranylgeranyl diphosphate synthase 1), *Ggps-2* (geranylgeranyl diphosphate synthase 2), *Psy-1* (phytoene synthase 1), *Psy-2* (phytoene synthase 2), *Pds* (phytoene desaturase), *Zds* (ζ-carotene desaturase), *Crtiso* (carotenoid isomerase), *CycB* (chromoplast specific lycopene β-cyclase), *LycE* (lycopene ε-cyclase), *Bch* (β-carotene hydroxylase) and *Zep* (zeaxanthin epoxidase) were assessed by qRT-PCR (Fig. 2). At the mature green stage, except for *Pds* and *LycE*, the transcript abundance of all of these genes was lower (between 20% and 87%) in the transgenic than in the WT fruit. At the breaker stages, all of the upstream genes (*Dxs*, *Ggps-1*, *Ggps-2*, *Psy-1*, *Psy-2*, *Pds*, *Zds*, *Crtiso*, *CycB*) were unregulated by the constitutive expression of *Lycb-1*, while transcript abundance for the three downstream genes (*LycE*, *Bch* and *Zep*) were all lower in *Lycb-1* than in WT. At the ripe stage, all but *Zep* were up-regulated in the transgenic fruit. Thus, *Zep* appeared to be down-regulated by the constitutive expression of *Lycb-1* throughout fruit development.

**Figure 2:**
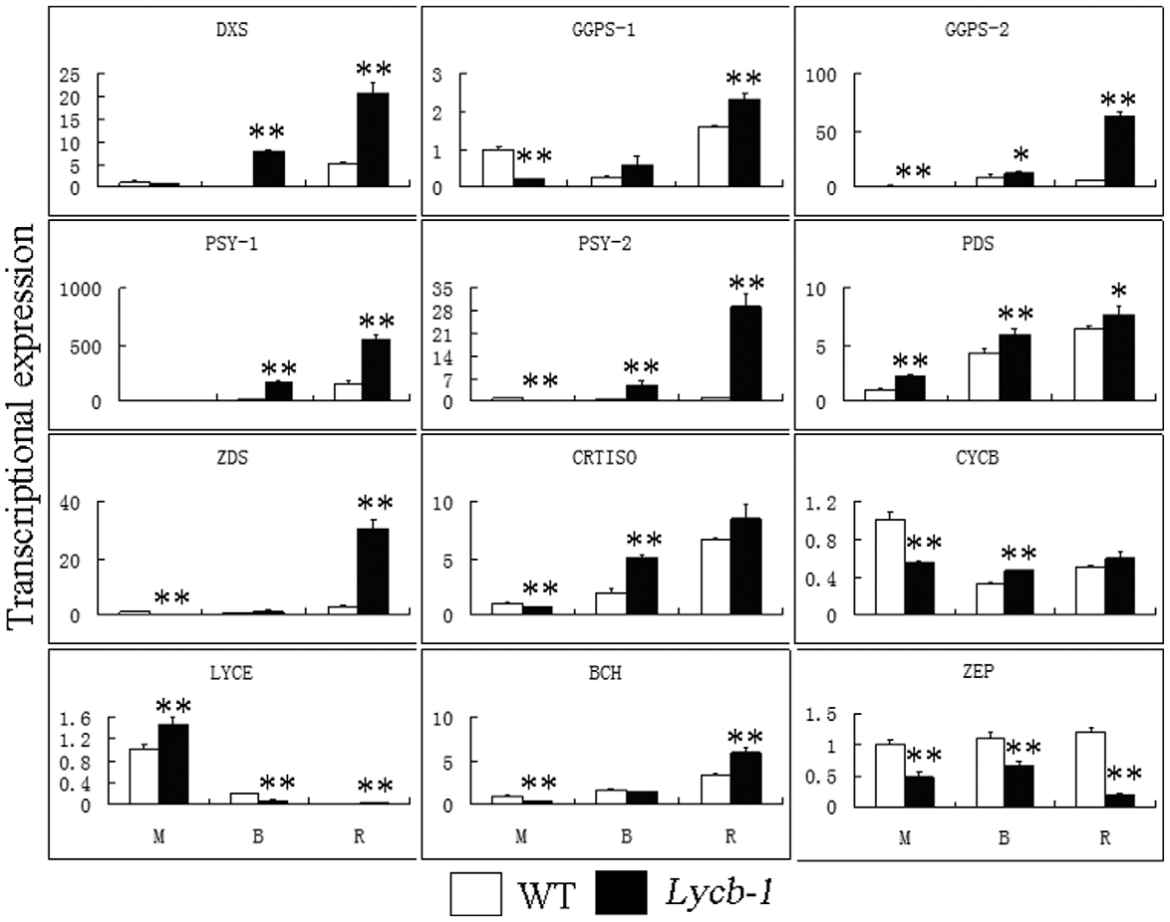
Carotenoid gene expression levels during fruit development as affected by the constitutive expression of *Lycb-1*. Columns and bars represent, respectively, the mean and SD (n = 4), Student's t tests illustrate statistical significance (* P<0.05, ** P<0.01). M: mature green, B: breaker, R: ripe.

### Effect of the constitutive expression of Lycb-1 on the global transcriptome

In order to investigate the impact of overexpressed *Lycb-1* gene on the global transcriptome, we compared the gene expression profile of the *Lycb-1* lines with that of the wild type using the tomato TOM2 long oligo array. 

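RNA of ripe fruit, collected 10 days post breaker, was compared between Lycb-1 and the wild type on 3 arrays. Each array held 1 biological pool of each genotype, a pool being 4 to 5 fruits from 3 plants, with Lycb-1 cDNA labelled with Cy5 and wild type cDNA with Cy3. The dyes were exchanged on 0 arrays, so a dye effect of a single gene cannot be told apart from an effect of the transgene. The paper used progeny of 1 transformant for the arrays. An effect particular to that line thus cannot be told apart from an effect of the transgene either. The array holds 13728 spots, of which 1568 are empty. The authors deposited spot intensities with the background already subtracted, and their own ratio of Lycb-1 over wild type after print-tip lowess. The 99th percentile of the empty spots was 10 to 15 in Cy5 and 27 to 34 in Cy3, and the spots that the authors checked had a signal of at least 400 in the brighter channel, which left 6306, 6289 and 6855 spots on the arrays of replicates 1, 2 and 3. Here the intensities were normalised with limma's print-tip loess over 48 blocks, spots of 1 probe were averaged, and the mean log2 ratio of the 5720 probes checked on all 3 arrays was tested against 0 with limma and Benjamini-Hochberg adjustment. Each standard error of a gene below is that of the mean of 3 arrays, with the variance moderated by limma. Across the probes, which are not independent replicates, the log2 ratios of 2 arrays had a Pearson's r of 0.38 for replicates 1 and 2, 0.30 for replicates 1 and 3 and 0.16 for replicates 2 and 3, and the number of arrays limits the precision.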

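The kanamycin resistance gene of the construct had the highest mean ratio of Lycb-1 over the wild type among the tested probes. The probe for nptII (X57709), that resistance gene, had a mean log2 ratio of 6.80 (SE 0.46, n = 3 arrays, adjusted p = 0.045 from limma) and was higher in Lycb-1 on all 3 arrays. Its wild type signal was below 400 on every array, and with that signal set to the lowest normalised value of wild type spots of at least 400 the difference is at least 15.7-fold. Such bounds, given below for other dim channels, are point values without a standard error. The limit of 400 is that of the checked spots and lies above the level of empty spots. Lycopene β-cyclase (SGN-U221920), the enzyme that closes the rings of β-carotene, had a mean log2 ratio of 3.08 (SE 0.20, n = 3, adjusted p = 0.045 from limma) over 11 spots per array, and how much of this signal comes from the citrus transcript is not known. The tropinone reductase homolog SGN-U215683, a short-chain dehydrogenase, was lower in Lycb-1, with a mean log2 ratio of -2.64 (SE 0.18, n = 3, adjusted p = 0.045 from limma). The wild type signal of SGN-U221920 and the Lycb-1 signal of SGN-U215683 were each below 400 on 2 of the 3 arrays, so the sizes of these ratios are less certain. The probes of nptII, lycopene β-cyclase and the tropinone reductase homolog were the 3 of 5720 at an adjusted p under 0.05. Of these, 2 were higher and 1 lower, and all 3 differed by at least 2-fold as measured. That count is not stable: it was 0 with the authors' ratio, 0 or 1 with a replicate left out, 9 with global loess and 17 with median centring, and lycopene β-cyclase did not pass without replicate 1, 2 or 3 (adjusted p = 0.352, 0.101 and 0.0887 from limma). A further lycopene β-cyclase probe (X86452) had a log2 ratio of 2.16 (SE 0.22, adjusted p = 0.0848 from limma) and did not pass. At an unadjusted p under 0.05 there were 883 probes, 390 higher and 493 lower. The direction was the same on all 3 arrays for 2385 probes, which is 41.7%, where arrays independent of each other would give 25%. Since the dyes were not exchanged, a dye effect of a gene would repeat on all 3 arrays and also raise this share. Split by sign alone, 2810 probes had a mean log2 ratio above 0 and 2910 below 0, a split that depends on the centring, since median centring in place of the loess gave 3612 and 2108.

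**Figure D1:**
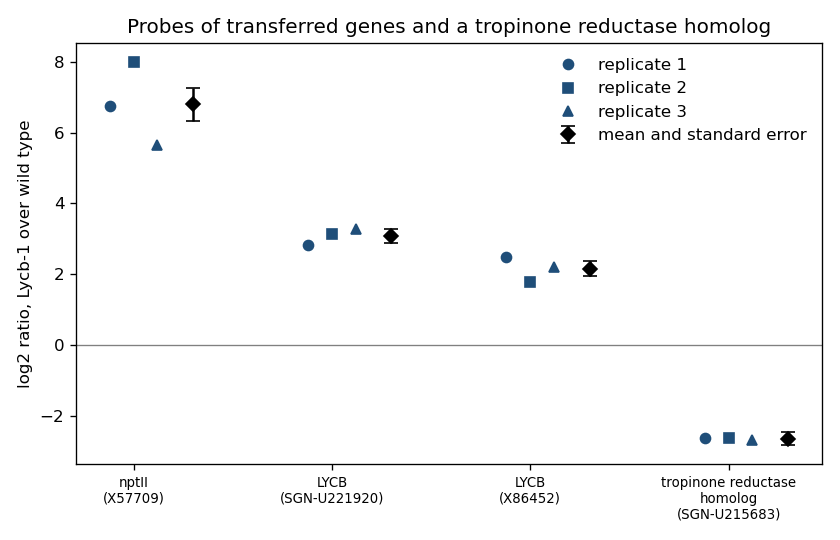
Log2 ratio of Lycb-1 over wild type on each of the 3 arrays (points) with the mean and its standard error (diamonds) for nptII, 2 lycopene β-cyclase probes and a tropinone reductase homolog. The nptII probe has the highest mean at 6.80 and the tropinone reductase homolog the lowest at -2.64.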

Transcripts of 5729 endogenous genes showed differential expression, among which 2797 were up-regulated and 2932 were down-regulated. 93 unigenes was identified at least two fold difference in expression level in *Lycb-1* compared to WT fruit (30 up-regulated, 63 down-regulated) (Table S1) at the ripe stage. 

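Genes of different functions had measured ratios of more than 2-fold in the same direction on all 3 arrays of Lycb-1 against wild type fruit, though those named next did not pass over all probes. The xyloglucan endotransglycosylase LeXET2 (SGN-U215153), which remodels the cell wall, had a mean log2 ratio of -2.16 (SE 0.18, n = 3 arrays, adjusted p = 0.0743 from limma), between -2.20 and -2.07 on the arrays. Its Lycb-1 signal was below 400 on every array, so the difference is at least 1.46-fold. An inorganic phosphate transporter (SGN-U219805) had -2.21 (SE 0.25, adjusted p = 0.101), at least 3.05-fold by the same reckoning. On the other side, an asparagine synthase-related gene (SGN-U213666) had 2.11 (SE 0.21, adjusted p = 0.0817), a gene similar to phenazine synthesis proteins (SGN-U213011) had 1.97 (SE 0.18, adjusted p = 0.0743), and a fruit-specific protein (SGN-U231977) had 1.99, a compressed value, since its Lycb-1 signal was at the top of the scale on all 3 arrays. All 93 genes of Table S1 were measured, and each lay on the same side of 0 on all 3 arrays, 30 higher and 63 lower. The list was chosen on these arrays by a SAM score of at least 2. With 3 arrays such a score needs the same direction on each, so this agreement follows from the choice. The mean ratios of these genes were at least 2-fold as measured, which the choice also required. For genes with a dim channel, such as LeXET2, the bound can lie below that. The rule printed with Table S1, a SAM score of at least 2 and a mean ratio of at least 2-fold, gave 107 probes from the intensities, 42 higher and 65 lower. With median centring the rule gave 147 probes, 95 higher and 52 lower, so the balance of directions depends on the centring. It gave 238 probes, 116 higher and 122 lower, without replicate 3, and 64 with both channels at 400 or more. Of the 93 genes, 3 had an adjusted p under 0.05 over all 5720 probes and 93 when adjusted over the list alone, which is not independent evidence since the list was chosen on these arrays. The paper's own q-values in Table S1 reach 13.4%, with 10 genes under 5%.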

The TFGD-based assignment to GO category classified these genes into 19 categories (Fig. 3), of which the most highly represented were concerned with binding, catalytic activity, hydrolase activity, transferase activity, protein binding and nucleotide binding. A total of 17 biochemical pathways were affected by the constitutive expression of *Lycb-1*. These pathways were responsible for the synthesis or degradation of secondary metabolites, fatty acids, starch and sucrose, and for photorespiration (Table 3).

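In the pathways of Table 3, most genes had a mean log2 ratio below 0, and 1 gene passed over all probes. The gibberellin 20-oxidase-3 gene (SGN-U219631), whose enzyme makes gibberellin precursors and which Table 3 places in flavonoid synthesis, went the other way with a mean log2 ratio of 1.29 (SE 0.22, n = 3 arrays, adjusted p = 0.179 from limma). A cytochrome P450-dependent fatty acid hydroxylase (SGN-U215025), placed in limonene and pinene degradation, had -1.53 (SE 0.20, adjusted p = 0.122), and CYP72A58 (SGN-U213878) of the same pathway had -1.15 (SE 0.19, adjusted p = 0.165). The Lycb-1 signal of CYP72A58 was below 400 on every array, which leaves a difference of at least 1.61-fold. Over the 22 different genes of these pathways, 19 were lower and 3 were higher, all in the same direction on all 3 arrays. All 22 belong to Table S1, whose rule already needs the same direction on all 3 arrays. The mean ratios were at least 2-fold as measured, but the bounds of genes with a dim channel, such as CYP72A58, can lie below that. Adjusted over the list alone 22 passed, which is not independent evidence, since the study chose the list on the same arrays. With both channels at 400 or more, 10 of the 22 were still measured, and all 10 passed over the list alone. With the methods' t-test after adjustment over the list alone, 9 of the 22 passed.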

**Figure 3:**
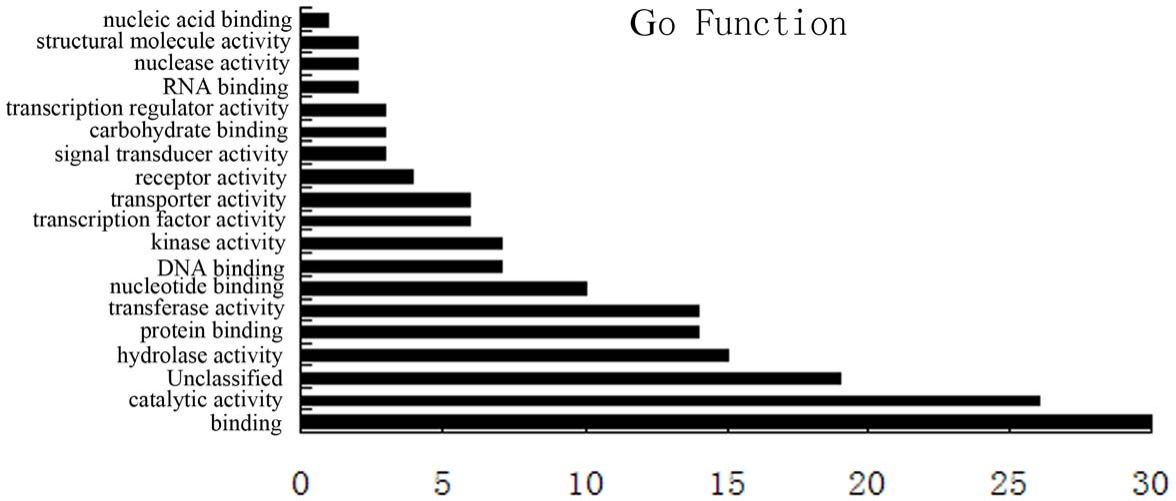
Functional categories of genes differentially expressed in the fruit of the Lycb-1 transgenic plant.

**Table 3:** Metabolic pathways identified on the basis of representation by at least three differentially expressed genes.

KEGG^a^ pathway	Genes^b^	Gene ID	Gene description	Best E-value
Fatty acid biosynthesis	3	SGN-U213509, SGN-U215683, SGN-U217263	Putative short-chain type alcohol dehydrogenase, Tropinone reductase homolog, Tropinone reductase	1.00E-31
Flavone and flavonol biosynthesis	3	SGN-U212684, SGN-U215220, SGN-U229259	CYP81B2v2, CYP92B2v1, Tetrahydroxychalcone 2′-glucosyltransferase	1.00E-51
Flavonoid biosynthesis	3	SGN-U212684, SGN-U215220, SGN-U219631	CYP81B2v2, CYP92B2v1, Gibberellin 20-oxidase-3	8.00E-55
Limonene and pinene degradation	6	SGN-U212684, SGN-U213878, SGN-U215025, SGN-U215220, SGN-U217123, SGN-U224084	CYP81B2v2, CYP72A58, Cytochrome P450-dependent fatty acid hydroxylase, CYP92B2v1, Cytochrome P450, CYP71AU1	2.00E-82
Phenylpropanoid biosynthesis	8	SGN-U212684, SGN-U213352, SGN-U213878, SGN-U215025, SGN-U215220, SGN-U215393, SGN-U217123, SGN-U224084	CYP81B2v2, Peroxidase 4, CYP72A58, Cytochrome P450-dependent fatty acid hydroxylase, CYP92B2v1, Suberization-associated anionic peroxidase 2, Cytochrome P450, CYP71AU1	4.00E-96
Photosynthesis - antenna proteins	6	M14444, SGN-U218911, SGN-U218912, SGN-U218921, SGN-U232086, SGN-U234086	Chlorophyll a/b-binding protein, Chlorophyll a/b-binding protein 3B precursor, Chlorophyll a/b-binding protein 3C, Chlorophyll a/b-binding protein 3C, like, Chlorophyll a/b-binding protein CP24 10A, Chlorophyll a/b-binding protein 2	1.00E-133
Starch and sucrose metabolism	3	SGN-U212827, SGN-U213818, SGN-U215015	Glucan endo-1,3-beta-glucosidase B, Glycoside hydrolase family 28 protein, Mannan synthase	8.00E-86

a KEGG = Kyoto encyclopedia of genes and genomes.

b The level of expression in the *Lycb-1* transgenic and Wild-Type differed significantly (p<0.05).

RT-PCR was conducted on six of the 93 differentially expressed genes identified by the microarray analysis for validation purposes (Fig. 4). This procedure indicated a good level of consistency between the two methods of assessing gene expression.

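The 6 genes of Fig. 4 differed between Lycb-1 and wild type fruit by more than their spread between arrays. Phosphate transporter 3 (SGN-U219528), which takes up phosphate, had the lowest mean log2 ratio of them at -3.64 (SE 0.55, n = 3 arrays, adjusted p = 0.147 from limma), and a glutathione S-transferase (SGN-U221588) had -2.29 (SE 0.47, adjusted p = 0.198). Both had a Lycb-1 signal below 400 on every array, which leaves differences of at least 3.05-fold for the transporter and at least 2.32-fold for the transferase. Histidine decarboxylase (SGN-U212615), an enzyme that forms histamine, had 2.21 (SE 0.27, adjusted p = 0.105), the salicylic acid-binding protein 2 (SGN-U216162), a methyl salicylate esterase, had 1.86 (SE 0.30, adjusted p = 0.165), and the cysteine protease TDI-65 (SGN-U221963), whose wild type signal was below 400, had 1.58 (SE 0.31, adjusted p = 0.191), at least 1.80-fold. With nptII, 4 of the 6 were higher and 2 were lower, each in the same direction on all 3 arrays. All 6 belong to Table S1. Its rule already needs the same direction on all 3 arrays and a mean larger than the spread between them. Over all probes 1 of the 6 passed. Adjusted over the list alone all 6 passed, which is not independent evidence, since the study picked them from genes chosen on these arrays. With both channels at 400 or more, 2 of the 6 were still measured, and these 2 passed over the list alone. With the methods' t-test after adjustment over the list alone, 0 of the 6 passed. The RT-PCR of Fig. 4A shows these 6 genes in the same directions, and the paper states that the methods were in good accord. By the paper's methods the RT-PCR used 1 aliquot of another pool of fruit with 4 technical repeats. The wild type lacks the transferred nptII, so the direction of that gene was fixed.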

**Figure 4:**
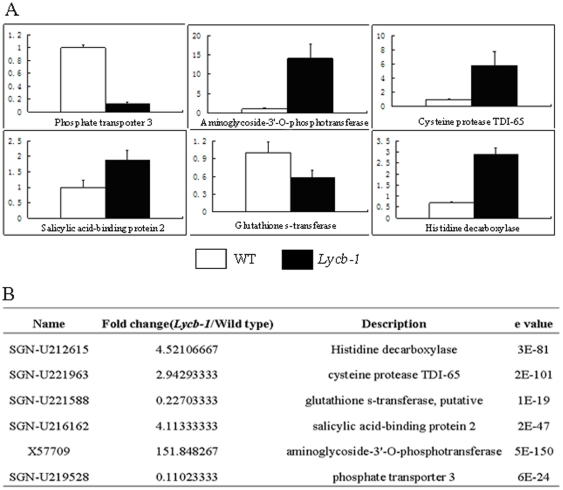
Verification of microarray results by Real-time quantitative RT-PCR. (A) Real-time quantitative RT-PCR analysis of six selected genes in Wild-Type and *Lycb-1* fruit. Columns and bars represent, respectively, the mean and SD (n = 4). (B) Expression ratios of the six selected genes derived from the microarray analysis.

## Discussion

We here reported the overexpression of a citrus *Lycb-1* in tomato and detected its effect on carotenoid metabolism during fruit development, as well as the effect on the transcriptome as a whole at the ripe stage.

### Flux through the α-branch of the metabolic pathway

The relative activity of *Lycb-1* and *Lyce* has been proposed as representing a possible control mechanism over the partition of flux into the β- and α-branches (end products are lutein and α-carotene respectively) of the carotenoid pathway [24], [25]. In our study, the *Lycb-1* transgenic line affects the level of LYCB present, as a result, β-branch carotenoids were accumulated, while the presence of α-branch ones declined, at least in the mature green and breaker stages of fruit development. (α-carotene accumulated at the ripe stage.) The α-carotene was repressed only when its substrate lycopene became limiting in the *Lycb-1* transgenic. During the mature green and breaker stages, little lycopene was accumulated in the fruit. In the transgenic fruit, the higher activity of LYCB presumably led to a greater channeling of lycopene through the β-branch of carotenoid synthesis, depleting the level of activity in the α-branch. By the time the ripe stage was reached, competition for lycopene had weakened, and the flux through the carotenoid pathway would have accordingly increased, thereby producing an increase in the content of α-carotene. In a related over-expression transgenic line, in which flux through the carotenoid pathway was enhanced, α-carotene were produced at a higher level than in the wild type; however, when the flux through the carotenoid pathway was not increased, the content of α-carotene decreased [26].

### Total carotenoid content increased in LYCB transformants

The constitutive expression of a gene encoding a citrus *Lycb-1* produced a notable increase in fruit carotenoid content. The effect of heterologous expression of LYCB on total carotenoid is still controversial. In tomato, heterologous expression of LYCB from *Erwinia herbicola* depressed carotenoid content, while expression of a daffodil LYCB gene strongly elevated it [20]. In our case, the increased carotenoid content may be partially explained by up-regulation of upstream flux. Phytoene synthase, encode by *Psy* gene, is the rate-limiting enzyme in the carotenoid biosynthesis pathway, many research had demonstrated that manipulation of *Psy* expression enhance carotenoid synthesis by directing metabolic flux into the carotenoid biosynthesis pathway [17], [27], [28]. The upstream pathway enzyme DXS has also been shown to increase carotenoid biosynthesis [29]. Studies based on transgenic potato tubers have demonstrated that altering the expression of certain carotenoid genes has a pronounced effect on carotenoid synthesis [28], [30]. Thus, an increase in either *Psy* and/or *Dxs* expression may underlie, at least in part, the observed rise in the carotenoid content of the fruit of the *Lycb-1* transgenic.

Another possible reason for the increased total carotenoid in LYCB transformant may be the down regulation of genes involved in downstream flux. *Zep* level was consistently down-regulated by the constitutive expression of *Lycb-1*. ZEP is an important component for the conversion of carotenoids to ABA. The ABA content in the fruit of the *Lycb-1* transgenic was much lower than that in the WT fruit across all three development stages assessed (Table 1), a behavior which is consistent with the expression profile of *Zep*. The suggestion is therefore that one effect of *Lycb-1* over-expression is that the rate of carotenoid degradation was reduced. A reduction in *Zep* expression has also been reported to produce a major increase in the carotenoid content of the potato tuber [31], [32]. The synthesis of carotenoids requires sucrose, glucose and fructose as early precursors, so starch and sucrose metabolism may play a part in increasing total carotenoid content. Note that sucrose content was unaffected by the presence of the transgene, although that of both glucose and fructose was decreased, indicating a higher rate of consumption of the two monosaccharides and an increased flux into the carotenoid synthesis pathway. A reasonable working hypothesis is that the enhanced carotenoid accumulation taking place in *Lycb-1* fruits is due to a combination of increased metabolic flux into the carotenoid synthetic pathway and the transcriptional control of a number of carotenoid metabolism genes.

### Other pathways affected by the constitutive expression of Lycb-1

The microarray data showed that some biochemical pathways genes were affected by the constitutive expression of *Lycb-1*, similarly 45% metabolites were also effected in *Psy-1* transgenic tomato fruits [33], while little effects had been observed in the *crtB* transgenic potato tubers [34]. Compare these studies with our study may indicated that the transgenic effects of carotenoid genes are different among species. The tomato fruits are rich in carotenoids while the potato tubers have little, we hypothesized that the effect of expression a carotenoid biosynthetic transgene on the endogenous pathway genes are larger in tomato fruits than that in potato tubers. The expression level of eight genes involved in phenylpropanoid synthesis was significantly changed by *Lycb-1* over-expression. Two of these genes encoding the peroxidase were significantly down-regulated, which mediated the conjugation of glutathione to unsaturated phenylpropanoids, other genes are all belong to cytochrome P450 family, which play an important role in catalyzing the phenylpropanoid synthesis pathway. 

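A peroxidase gene had the lowest ratio among the phenylpropanoid genes of Table 3. Peroxidase 4 (SGN-U213352), of a class that oxidises phenolic monomers, had a mean log2 ratio of -3.50 (SE 0.34, n = 3 arrays, adjusted p = 0.0749 from limma), with a Lycb-1 signal below 400 on every array and so a difference of at least 6.14-fold. A further probe of the same description (SGN-U213351) had -3.21 (SE 0.34, adjusted p = 0.0885), at least 8.34-fold. The suberization-associated anionic peroxidase 2 (SGN-U215393) had -1.87 (SE 0.26, adjusted p = 0.144). Among the cytochrome P450 genes, SGN-U217123 was higher in Lycb-1, at 2.49 (SE 0.47, adjusted p = 0.184), and CYP71AU1 (SGN-U224084) was lower, at -1.59 (SE 0.27, adjusted p = 0.179). Peroxidase and cytochrome P450 genes were listed by description before the deposited arrays were examined, but after the values of Table S1 had been seen. Of 12 peroxidase genes, 5 were lower and 2 higher on all 3 arrays, with a median log2 ratio of -0.24 (adjusted p = 0.0237 from limma's camera with a preset correlation of 0.01). Of 40 cytochrome P450 genes, 16 were lower and 5 higher on all 3 arrays, with a median of -0.34 (adjusted p = 0.00513 from the same camera test). With the correlation between genes estimated from the arrays neither list passed (adjusted p = 0.611 for each). The peroxidase median was -0.07 without replicate 3 and -0.02 with both channels at 400 or more, and the cytochrome P450 median -0.16 without replicate 1, none of them passing. Neither list passed without the genes of Table S1 or without the filter on dim spots, nor did the peroxidases with the methods' t-test after adjustment. The 28 reference genes (actin, tubulin, ubiquitin and elongation factor 1-alpha) also had a median of -0.34, with 17 lower and 2 higher on all 3 arrays (adjusted p = 0.0073 from camera, 0.611 at the estimated correlation).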

Three genes involved in flavone and flavonol synthesis were down-regulated by at least two fold. One of these encodes tetrahydroxychalcone (*THC*) 2′-glucosyltransferase which catalyzes the step of the flavones branch of THC 2′-glucoside biosynthesis. 

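The tetrahydroxychalcone 2'-glucosyltransferase (SGN-U229259), which glucosylates a chalcone, had a mean log2 ratio of -2.94 (SE 0.28, n = 3 arrays, adjusted p = 0.0743 from limma) and was lower in Lycb-1 on all 3 arrays. Its Lycb-1 signal was below 400 on every array, which leaves a difference of at least 1.70-fold. The other genes of this pathway in Table 3 are cytochrome P450 enzymes. CYP92B2v1 (SGN-U215220) had -1.62 (SE 0.29, adjusted p = 0.179), and CYP81B2v2 (SGN-U212684) had -1.18 (SE 0.23, adjusted p = 0.191). Of 35 genes of phenylpropanoid and flavonoid synthesis, 11 were lower and 4 higher on all 3 arrays, with a median log2 ratio of -0.27 (adjusted p = 0.0378 from limma's camera), but the list did not pass with an estimated correlation (adjusted p = 0.611). It also did not pass without the filter on dim spots (-0.17), with both channels at 400 or more (-0.19), with the methods' t-test after adjustment, without the genes of Table S1 (-0.25), or without replicate 3 (0.05). The list of epidermis and cuticle markers, 10 genes found by words in their descriptions, had a lower median still, -1.07. Of these, 0 were higher and 5 lower on all 3 arrays (adjusted p = 0.00485 from camera). The list did not pass with an estimated correlation or fry either. It includes lipid transfer proteins, so it may not stand for 1 tissue.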

The expression of three genes associated with fatty acid synthesis was also significantly changed. These genes encode the enzyme short-chain type alcohol dehydrogenase and tropinone reductase are all belong to the short-chain dehydrogenase/reductase family [35], which had been proved involved in the abscisic acid biosynthesis [36]. 

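A short-chain alcohol dehydrogenase and tropinone reductases, which reduce or oxidise small alcohols and ketones, went in different directions in Lycb-1 fruit. The alcohol dehydrogenase (SGN-U213509) had a mean log2 ratio of 1.13 (SE 0.23, n = 3 arrays, adjusted p = 0.193 from limma), higher on all 3 arrays. The tropinone reductase SGN-U217263 had -2.02 (SE 0.19, adjusted p = 0.0743), lower on all 3 arrays, and the probe SGN-U217262 with the same description had -2.57 (SE 0.23, adjusted p = 0.0743). The list for fatty acid synthesis and elongation was drawn by words in gene descriptions, so it may hold genes that act on acyl-CoA in other ways. Of its 30 genes, 5 were lower and 2 higher on all 3 arrays. Their median log2 ratio of 0.04 and their mean of -0.10 have different signs, and the list did not pass camera (adjusted p = 0.469).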

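Most probes for the light-harvesting antenna of the chloroplast had log2 ratios below 0 in ripe Lycb-1 fruit, though 0 of 22 passed over all probes in limma, with 14 at an unadjusted p under 0.05. Cab-3C (M14444) had the lowest mean log2 ratio of the antenna genes in Table 3, at -1.91 (SE 0.32, n = 3 arrays, adjusted p = 0.179 from limma), and a gene similar to potato 3C (SGN-U218921) had -1.74 (SE 0.21, adjusted p = 0.104). The antenna protein CP24 (SGN-U232086), which links the antenna to photosystem II, had -1.48 (SE 0.29, adjusted p = 0.191). Of 22 antenna genes found by their description, 18 were lower and 1 higher on all 3 arrays, with a median log2 ratio of -1.45 (adjusted p = 1.17e-09 from camera at the preset correlation, but 0.611 at the estimated correlation of 0.75). The genes of the photosystems, cytochrome b6f and plastocyanin went the other way. Of these 21 genes, 12 were higher and 0 lower on all 3 arrays, with a median of 0.59 (adjusted p = 5e-06 from camera, 0.611 at the estimated correlation), and the photosystem II 5 kDa protein (SGN-U226477) had 1.61 (SE 0.21, adjusted p = 0.122), at least 2.04-fold. Without replicate 3 the antenna and core medians were -0.84 and 0.98, and without replicate 1 they were -1.58 and 0.30. With both channels at 400 or more on every array, 6 antenna genes remained, with a median of -1.01. Without the filter on dim spots the antenna list held 34 genes, with a median of -0.96. The size of the antenna median thus depends on how dim spots are treated. The core medians under these settings were 0.49 over 17 genes and 0.58 over 43 genes.

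**Figure D2:**
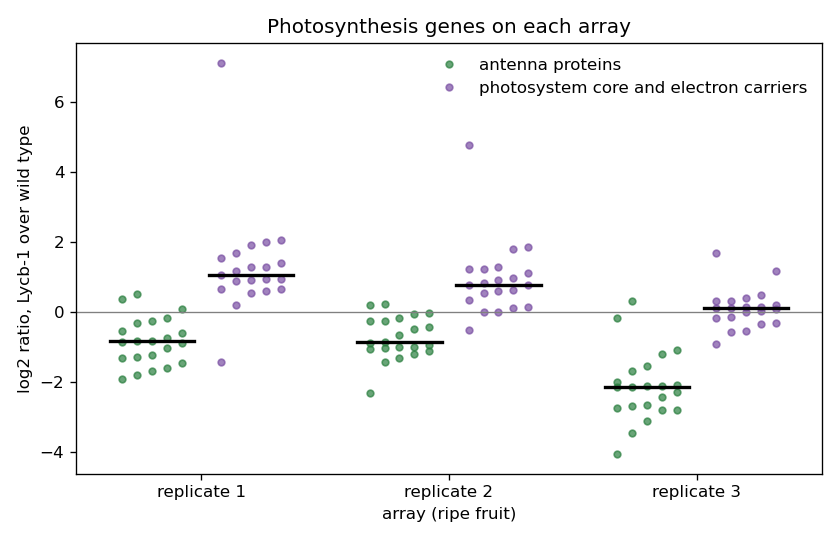
Log2 ratio of Lycb-1 over wild type on each array for 22 antenna genes and 21 genes of the photosystem core and electron carriers; each point is 1 gene and each black line a median. The antenna medians are -0.84, -0.86 and -2.13 and the core medians 1.05, 0.78 and 0.10 for replicates 1, 2 and 3.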

A total of six genes encoding photosynthesis-antenna proteins were transcriptionally at least twofold lower in the transgenic lines than in the WT lines. These genes are all belong to the chlorophyll a/b-binding protein family. 

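The 3 genes that Table 3 places in starch and sucrose metabolism were lower in Lycb-1 on all 3 arrays, though none passed over all probes. The glucan endo-1,3-β-glucosidase SGN-U212827, a basic β-1,3-glucanase, had the lowest mean log2 ratio of the genes of Table 3, at -3.90 (SE 0.91, n = 3 arrays, adjusted p = 0.229 from limma), but its arrays ranged from -6.13 to -1.27. The mannan synthase SGN-U215015, which makes a cell wall polysaccharide, had -1.63 (SE 0.22, adjusted p = 0.13), and the family 28 glycoside hydrolase SGN-U213818, a polygalacturonase-like enzyme, had -1.39 (SE 0.21, adjusted p = 0.147). The vacuolar acid invertase SGN-U212902, which splits sucrose into glucose and fructose, had -1.73 (SE 0.35, adjusted p = 0.195). A separate list of 50 genes of starch and sucrose metabolism holds the invertase but none of those 3 genes; of it, 15 were lower and 8 higher on all 3 arrays, with a median log2 ratio of -0.06 (adjusted p = 0.167 from camera); it passed with both channels at 400 or more alone (-0.11, 0.0434).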

The expression of three genes involved in starch and sucrose metabolism was down-regulated in *Lycb-1*; one of these encodes the enzyme glucan endo-1,3-β-glucosidase which play an important role in catalyzing 1,3-β-glucan into D-glucose, one a member of the glycoside hydrolase family involves into the interconversion of pentose and glucuronate, and the third a mannan synthase involves into the cellulose synthesis. A pyruvate kinase isozyme A (which catalyzes pyruvate metabolism) was also down-regulated by more than two fold in the *Lycb-1* transgenic fruit. 

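The pyruvate kinase isozyme A gene (SGN-U222681), whose plastid enzyme makes pyruvate at the end of glycolysis, was lower in Lycb-1 on all 3 arrays, from -1.18 to -0.87 on the log2 scale. Its mean log2 ratio was -1.04 (SE 0.19, n = 3 arrays, adjusted p = 0.179 from limma), so it did not pass over all 5720 probes.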

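The gene SGN-U219933 encodes a 3-hydroxyacyl-CoA dehydrogenase, which acts on the chain of acyl-CoA. It was lower in Lycb-1 than in the wild type on all 3 arrays, with a mean log2 ratio of -1.22 (SE 0.20, n = 3 arrays, adjusted p = 0.165 from limma). A dodecenoyl-CoA isomerase similar to IBR10 (SGN-U218236), which also acts on acyl-CoA, had -0.88 (SE 0.19, adjusted p = 0.216). Whether either gene acts in fatty acid synthesis or in breakdown was not tested.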

One of gene encoding the enzyme 3-hydroxyacyl-CoA dehyrogenase (a key component of fatty acid elongation) was significantly down-regulated, so fatty acid synthesis may be compromised in the transgenic line.

## Materials and Methods

### Generation of tomato material

The tomato cultivar Zhongshu No. 5 was transformed via agroinfection, using the methods described as [37]. The Agrobacterium tumefaciens strain used was EHA 105, kanamycin resistance was employed as a selection marker, and the CaMV 35 S promoter provided the means to induce constitutive expression of the entire 1.2 kb *Lycb-1* open reading frame. The wild type cultivar and its derived *Lycb-1* over-expressor have been designated WT and *Lycb-1*, respectively. Plants were glasshouse-grown under supplementary lighting, with full watering and fertilization given as required. PCR validation of transformation events were based on DNA extracted from young leaf material, as described in [38]. In brief, young leaves were full ground in a mortar and pestle under 200 µl lysis buffer, after that 550 µl lysis buffer was added and vortexes for 1 min. Then, Incubate in 65°C waterbath for 60 min. Fill the tube with chloroform/isoamyl alcohol (600 mL; 24∶1 v/v) and vortexed for 3 min. Samples were centrifuged at room temperature for 5 min at 10,000 rpm. Pipet off aqueous phase (usually approximately 0.5 mL) was transferred into new microfuge tubes. Add 2/3 to 1 times the volume of cold isopropanol to the tube. Immediately spin at 10,000 rpm for 5 min. The nucleic acid pellets was washed with 75% ethanol by volume, air dried, resuspended in 50 µl of TE. PCR was performed using the following program: denaturation, 94°C for 1 min; annealing, 57°C for 1 min; extension, 72°C for 1.5 min; number of cycles, 30; final extension, 72°C for 10 min.Southern blotting experiments were based on standard procedures. Genomic DNA (20 to 30 mg) was digested with *Eco*RV. Digested, genomic DNA fragments were separated on 0.8% agarose gels and then blotted onto membrane and hybridized at 65°C overnight. Blots were probed with a PCR-derived *npt*II fragment. Membranes were washed twice with 2×SSC (0.15 M NaCl, 15 mM citric acid, and 0.2% SDS) at room temperature and then once with 2×SSC, 0.1% SDS at 65°C before film exposure.

### Experimental design

The transgenic and its wild type plants (each fifteen) were glasshouse grown under supplementary lighting. Plants were watered as needed and fertilized following the manufacturer's directions. The *Lycb-1* and its wild type fruits at mature green, breaker, and ripe stages (Fig. 5) were collected. Immediately upon harvesting, fruit were halved and deseeded, immediately frozen in liquid nitrogen and stored at −80°C until analysis. Three biological pools of ripe stage fruit were used for the Tom2 microarray analysis, one biological pool was a mixture of four to five individual fruits from three separate plants. For other analysis, at least ten fruits from six plants were cut into small pieces and pooled. One aliquot was used for gene expression analysis, and four technical repeats were performed. Three aliquots of fruit samples were used for metabolism determination.

**Figure 5:**
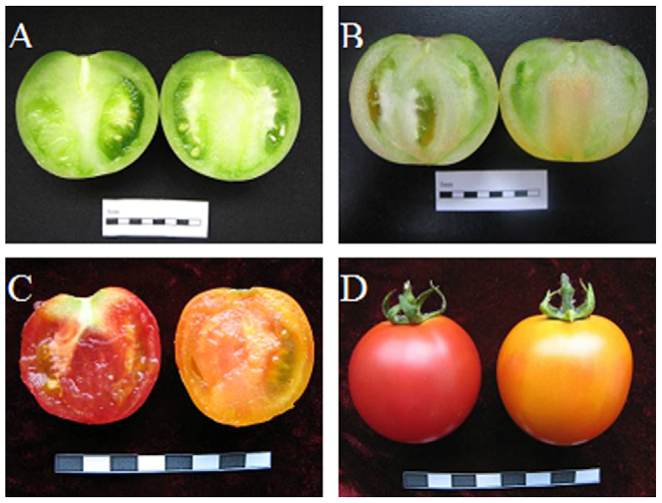
Development stages sampled in the fruits of Wild-Type (left) and *Lycb-1* transgenic (right) plants. (A) mature green, (B) breaker, (C, D) ripe.

Statistical tests were performed using SAS software (SAS Institute, Inc., Cary NC, USA). Pooled samples were averaged and the dates were analyzed using the Student's t tests, which used to determine significant differences (* p<0.05, **p<0.01) between pairwise comparison of the wild type and the *Lycb-1* lines.

### RNA extraction

Total RNA was isolated using the TRIzol reagent (Invitrogen, USA) according to the manufacturer's instructions. RNA quality was monitored by gel electrophoresis and the measurement of the A260/A280 ratio.

### TOM2 microarray analysis

Transcriptomic profiles of *Lycb-1* and WT ripe fruit were obtained by using the TOM2 long oligo (http://ted.bti.cornell.edu/) microarray. The analysis included three biological replicates. Total RNA (5 µg) and T_7_-Oligo (dT)_15_ (Boya, China) was employed to reverse transcribe double-stranded cDNA, using a DNA Synthesis kit (Promega, USA), and then transcribed into cRNA using the T_7_ RiboMAX Express Large Scale RNA Production System (Promega, USA). A 2 µg aliquot of cRNA was combined with random primer 9 (New England Biolabs, USA) and 200 µ/µl M-MLV (Invitrogen, USA) to synthesize produce cDNA. Finally, a 2 µg sample of the cDNA was combined with Klenow polymerase (Takara, Japan), random primer 9, and final concentrations of 120 µM dATP, dGTP and dTTP, 60 µM dCTP and 40 µM of both Cy5- and Cy3-dCTP, to produce Cy5/Cy3-labelled cDNA. The labelled cDNA was hybridized overnight with the microarray at 42°C. Subsequently, the arrays were washed with 0.2% w/v SDS and 2×SSC at 42°C for 5 min, followed by washing with 0.2% SSC for 5 min at room temperature. A Printtip Lowess Normalization strategy was applied to normalize the ratio values for each array using the marray package in Bioconductor [39]. The arrays were scanned with a LuxScan 10KA confocal laser scanner (CapitalBio, China), and the resulting images analyzed by ImaGene image analysis software (BioDiscovery, CA, USA). Spots with mean signal intensity below that of the local background plus two standard deviations in both channels were regarded as being empty, and were not included in the statistical analysis. Sequences associated with a false discovery rate of <0.05 and a fold change >2 were considered as representing differentially expressed genes. The microarray hybridization raw data have been deposited at the GEO under accession number GSE33435; we can confirm all details are MIAME compliant. The Tomato Functional Genomics Database (TFGD) (http://ted.bti.cornell.edu/) was used to identify significantly affected biochemical pathways and highly enriched GO terms, as well as the functional classification of differentially expressed genes [40].

### Real-time quantitative RT-PCR (qRT-PCR)

Primer pairs were designed to amplify various gene fragments using Primer Express software (Applied Biosystems, Foster City, CA, USA). The tomato elongation factor 1α (EF-1α) was used as a reference sequence. Each 20 µl reaction contained the relevant primers (one pair directed at the gene target, and one at the reference sequence. Primer sequences given in Table 4) in SYBER GREEN PCR Master Mix (PE Applied Biosystems), and was run on an ABI 7500 Real Time System device (PE Applied Biosystems, Foster City, CA, USA). The reaction profile comprised an initial denaturation of 50°C/120 s and 95°C/60 s, followed by 40 cycles of 95°C/15 s, 60°C/60 s.

**Table 4:** Gene-specific primer sequences used for qRT-PCR.

Gene	Forward Primer (5′-3′)	Reverse Primer (5′-3′)	Accession number
DXS	TGCATTTCCTGGGATTTTGAA	TGAATCCATCCAGAGAACAAAGG	AF143812
GGPS-1	GACAGCATCTGAGTCCGTCA	CTTGGCCAGGACAGAGTAGC	U215952
GGPS-2	GGGATTGGAAAAGGCTAAGG	AGCAATCAATGGAGCAGCTT	SGN-U223568
PSY-1	CAAATGGGACAAGTTTCATGGA	TTCCTATGCCTCGATGAATCAA	Y00521
PSY-2	CACTAGCAAAGACATGAATGAAGTTTC	AACACATGTAGCAAAGATAGCTCATTTAC	L23424
PDS	AAGGCGCTGTCTTATCAGGAAA	TAAACTACGCTTGCTTCCGACA	X59948
ZDS	ACCGTACAACTACGCTACAATGG	CATCTGGCGTATAGAGGAGATTG	AF195507
CRTISO	CCCAGGGCTTAAGTCATCTATTC	GGTCCATAGGTACCACTATCACG	AF416727
LYCB	GGACCCCATTTGAAGTTTTC	AACCATGATGTGGGTTCAGA	X86452
CYCB	CTTTTCGGACATGGCTCAAAC	GCTAGATTGCCAATCAGTCTAACCA	AF254793
LYCE	GCAGGGATTTCTTGGTTCAAGT	TGATCAAGGCCTTTTCTCATGTCA	Y14387
BCH	GCTACATTCACTCTCTCGTTTGG	AAGGTCCTTCTCTTGGTCTATGG	Y14810
ZEP	CCTTGTAGGAGCTTGGAAAATG	CCCCAGAGTCAGTCTTCTCTGTA	Z83835
EF-1α	AGATGGTCAGACCCGTGAAC	TGGAGTACTTGGGGGTGGTA	X14449

### Extraction and quantification of carotenoid, ABA and sugar contents

Carotenoid pigments were extracted and then analyzed using RP-HPLC as described in [41]. Carotenoids were eluted with MeOH-MTBE-H_2_O [81∶15∶4 (v/v), eluent A] and MeOH-MTBE-H_2_O [10∶90∶4 (v/v), eluent B] by a C30 carotenoid column from YMC (YMC, Kyoto, Japan). The linear gradient program was performed as follows: initial condition was 100% A to 100% B in 90 min, and back to the initial condition for reequilibration. Carotenoids were identified by their characteristic absorption spectra, typical retention time, and comparison with authentic standards. The HPLC grade β-carotene and lycopene standards were obtained from Sigma (St Louis, MO, USA), while phytoene, α-carotene, lutein, and violaxanthin were obtained from CaroteNature (Lupsingen, Switzerland). ABA concentration was determined by LC-MS based on a 1 g sample of powdered fruit, as described in [42] with some modifications. Samples were extracted with 400 µl of 10% methanol containing 1% acetic acid to which internal standards had been added (1 ng of ^2^H_6_ ABA), then placed on ice shake for 30 min then centrifuged at 13,000 rpm for 15 min at 4°C. The supernatant was carefully removed and the pellet re-extracted with 400 µl of 10% methanol containing 1% acetic acid. Following further 30 min incubation on ice the extract was centrifuged and the supernatants pooled. Samples (50 µl) were then analyzed by LC-MS. Soluble sugar content was determined by gas chromatography, based on a 3 g sample of powdered fruit, using a method described in [43]. Three independent extractions were performed per sample.

## Supporting Information

Figure S1 **Southern blots analysis of some of** ***Lycb-1*** **transgenic plants (EcoRV/NPTII).** 1:LYCB1-T_0_17; 2:LYCB1-T_0_18; 3:LYCB1-T_0_20; 4:LYCB1-T_0_23; 5:Marker; 6:LYCB1-T_0_24; 7:LYCB1-T_0_26; 8:LYCB1-T_0_28; 9:LYCB1-T_0_30; 10:LYCB1-T_0_32.
(TIF)

Table S1 **List of the up- and down-regulated genes in** ***Lycb-1*** **transgenic ripe fruits.**
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

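Ripe fruit of the Lycb-1 line and of the wild type was compared on 3 TOM2 long-oligo arrays, 1 for each pair of biological pools (4 to 5 fruits from 3 plants, 10 days post breaker; 5 µg of total RNA). Lycb-1 was labelled with Cy5 and the wild type with Cy3 on every array. The authors' deposited spot files hold the intensity of each channel with the background already subtracted (medians of empty spots at 0) and not normalised between channels, and the authors' ratio of Lycb-1 over wild type after print-tip lowess with the marray package. The value table the authors deposited for the series holds log2 of that ratio for every spot (tested: the largest difference is 4.42e-09). The files of checked spots and of differentially expressed spots are subsets of these spots with the same values: spots marked E had at least 800 in the brighter channel, spots marked M 400 to 799, and the others less than 400. The methods state a limit of the local background plus 2 standard deviations, whose inputs were not used here.

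From the intensities, values at or below 0 were left out, ratios were normalised with print-tip loess in limma 3.58.1 (R 4.3.3) over 48 blocks of 286 spots with control spots at weight 0, and the 13 control probe names and the empty spots were removed. Spots checked on all 3 arrays were kept (5846 spots), and spots of 1 probe were averaged, which left 5720 probes. A model with the mean log2 ratio as its only term was fitted with limma's lmFit and eBayes (prior degrees of freedom 3.06), two-sided, with Benjamini-Hochberg adjustment over the 5720 probes. A SAM score was computed as the mean log2 ratio over its standard error plus 0.373, a constant recovered from the columns of Table S1. Gene lists (25) were written from words in gene descriptions before the deposited arrays were examined, though the values of Table S1 had been seen. Several follow pathways that the study named from these arrays. The lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. Where a channel was below 400 on all 3 arrays, a lower bound of the fold was computed with that channel at the lowest normalised value of spots of at least 400. This bound has no standard error, and a channel below 400 can still be above the level of empty spots. The reference table of locus tags matched 0 of the probe names, so genes carry the names and descriptions of the array files; 303 probes have no description.

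The genes named in the text were fixed by a rule written before the data were examined, though the values of Table S1 had been seen: every gene the paper names from the array and the transferred genes; the 10 probes with the largest increase and the 10 with the largest decrease among those at an adjusted p under 0.05 with the same direction on all 3 arrays and a gene description, filled up to 10 by the largest absolute moderated statistic; the 2 members of each list with the largest absolute mean log2 ratio; and the carotenoid genes of Table 4. Of 94 names, 89 were tested. Probes named outside this rule are said to be so. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

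The procedure was tested on simulated data of 3 arrays and 5720 probes. Of probes given a log2 change of 1, 2 and 3, limma called 1.27%, 73.6% and 94.1% and the SAM rule 24.1%, 88.7% and 98.5%, with 7 false calls by limma. Without any change limma called 0 probes and the SAM rule 21. A simulated dye trend of 0.358 was 0.0055 after normalisation. The arrays give no counts, and their number limits the precision: signals of empty spots had a 99th percentile of at most 34, and the Cy5 channel had 15, 17 and 9 spots within 1% of the highest value on the arrays of replicates 1, 2 and 3, so ratios of the brightest genes are compressed. Alternatives covered the normalisation, the values used, the filter on dim spots, the number of arrays, the variance model, the test, the pairing of channels, each array left out, the SAM constant and fold, and the lists. The qRT-PCR, carotenoid, sugar and ABA measurements, the GO categories and the count of affected pathways were not analysed here.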

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

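The tests of tissue content and of signal shared between antenna genes, and the test of a spot defect for TR8, were chosen after the results were seen.

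The photosystem core list (21 genes of the photosystems, cytochrome b6f and plastocyanin), which the paper does not analyse, stood out as a signal in genes outside those it discusses: its median log2 ratio was 0.59, against -1.45 for the 22 antenna genes. The print-tip loess had already removed a dye trend that follows intensity, so lists matched on intensity centre near 0 whatever its size was. Of 10000 random lists matched to the antenna genes on intensity, 0 had a median as low (random medians from -0.46 to 0.39). After the loess, intensity alone thus does not set the antenna median. The random probes are unrelated, while the antenna genes had an estimated correlation of 0.75, so the random spread is too narrow for this list. Less green tissue in the Lycb-1 pools would move both lists the same way. The core median exceeded the antenna median by 1.89, 1.65 and 2.23 on the arrays (mean 1.92, SE 0.17, not moderated). Less green tissue alone thus does not account for the gap, though the gap is part of the pattern that was flagged. Both medians were lowest on the array of replicate 3 (-2.13 and 0.10), so a part of tissue content in the antenna decrease cannot be excluded. On signal shared between near-identical antenna genes, 6 probes of other antenna families had array medians of at most -0.75. Low ratios were thus not limited to 1 antenna family. These probes are part of the flagged list and the probe sequences were not compared, so shared signal cannot be excluded. The single probe SGN-U218906 of the 3B type, chosen after its values were seen, was higher at 0.34 (SE 0.19). A dye effect of each gene cannot be told apart from an effect of the transgene, since the dyes were exchanged on 0 arrays, and the core median on the array of replicate 3 was 0.10.

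Proteinase inhibitor TR8 (SGN-U213363), which the paper does not discuss and which was chosen after its values were seen, had a median log2 ratio of 6.98 over its 11 spots on the array of replicate 2, but -0.73 and 2.58 on the arrays of replicates 1 and 3, where its spots were not among those the authors checked. The wild type signal was 20 on the array of replicate 2, near the level of empty spots, so the size of this ratio is not well determined. On the same array 13 small heat shock genes had a median of 2.24, against 0.28 and 0.30, and the wider list of 110 heat shock genes exceeded its mean on the other arrays by 0.46. Of 10000 random lists matched on intensity, 0 reached that deviation, but the loess had already removed such a trend, so only a remainder was tested. A local spot defect is argued against for TR8, as 11 of 11 spots in 10 blocks were above 4-fold. No biological explanation was tested, because the samples carry no condition besides genotype that sets this pair of pools apart.

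The rule printed with Table S1, applied to the authors' ratios, is met by 133 spots of 110 probes, which include all 93 genes of Table S1 and 17 probes outside it, 10 higher and 7 lower. Of the 17, 16 share their description with a gene of Table S1. The exception is polygalacturonase-2 (SGN-U213213), chosen for mention after its values were seen: it was higher on all 3 arrays, with a mean log2 ratio of 1.89 (adjusted p = 0.217 from limma), and 5 of its 11 spots meet the rule. On the arrays of replicates 1, 2 and 3, 9, 9 and 4 of its spots were at the top of the Cy5 scale, so its ratio is compressed and that count of 5 is not well determined.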

How the results depend on the processing

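Of the alternatives, the authors' ratio at the last spot of each probe was chosen after the values were seen; the background alternatives were not run, since the intensities come with the background subtracted, and nptII has no value where both channels must reach 400. No result reversed its direction past a threshold, and the cause of each difference below was not tested. The 3 probes at an adjusted p under 0.05, all at least 2-fold, became 9 with global loess, 17 with median centring (which moves the median of all probes to 0.15), 9 with SAM q-values from sign flips and 8 without pairing of channels, 1 with both channels at 400 or more, and 0 with the authors' ratio, the series values, no filter on dim spots, probes on at least 2 arrays, the methods' t-test after Benjamini-Hochberg, and the last spot. The t-test at an unadjusted p gave 613, or 104 with 2-fold. Leaving out each replicate gave 0 to 1. The Table 3 genes passing over all probes numbered 3, 4, 3 and 2 with global loess, median centring, SAM q-values and no pairing, 17 with the unadjusted t-test, 0 under the settings that gave 0 probes and with both channels, and 0 to 0 with a replicate left out. With both channels at 400 or more, 10 of the Table 3 genes and 2 of the Fig. 4 genes were still measured. All of these passed over the list alone. The adjusted t-test over the list alone passed 9 and 0. The SAM rule gave 247 probes without the filter, 64 with both channels, 68 without pairing, 172 with the constant at the 50th percentile, and 141 to 238 with a replicate left out. Gene lists passing higher numbered 0 with an estimated correlation and 2 to 6 with a replicate left out; those lower 0 with an estimated correlation, 2 without the filter, 4 with the adjusted t-test, 3 without Table S1 probes and 4 to 7 with a replicate left out. The log2 ratio of nptII stayed high without passing: 6.62 (adjusted p = 0.056 from limma) with the authors' ratio and the series values, 6.80 without the filter (0.193), on at least 2 arrays (0.058), with robust variance (0.0572) and with the adjusted t-test (0.453), and 6.45 at the last spot (0.0969); with a replicate left out it was 6.20 to 7.37, passing without replicate 2 or 3 and not without replicate 1 (0.358). Lycopene β-cyclase (SGN-U221920) likewise gave 3.11 with scaling between arrays (0.0673) and at the last spot (0.0969), 3.02 with the authors' ratio and the series values, 3.08 without the filter, on at least 2 arrays and with the adjusted t-test, and 2.98 to 3.21 with a replicate left out. The tropinone reductase homolog SGN-U215683 ranged from -2.67 to -2.48 over 17 settings and did not pass in 11 of them, with an adjusted p of up to 0.352. Comparing each named gene with its main value, 1454 comparisons kept direction and side of the threshold, 75 newly passed, 29 no longer passed and 7 shifted. Of those 75, 43 came from the t-test at an unadjusted p, whose threshold is looser. For the lists, the numbers were 384, 12, 42 and 12. The antenna and core lists passed camera under the alternatives run on them except the estimated correlation, and neither passed fry (adjusted p = 0.302 for each). Signal over background limits genes below 400 in a channel, whose fitted ratios are less certain; a lower bound was computed where this held on all 3 arrays.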

Differences from the paper's values

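The paper's text gives 5729 differentially expressed genes, 2797 up and 2932 down, and states no threshold there; at an adjusted p under 0.05 limma gave 3 probes, 2 higher and 1 lower, and none of the alternatives set before the data were examined brings this count within the paper's. Without a threshold, all 5720 measured probes split by sign into 2810 above 0 and 2910 below. With global loess, set before the data were examined, the split was 2797 and 2923, and with the authors' ratio 2798 and 2922. With the authors' ratio at the last spot of each probe, chosen after seeing the values, the split was 2797 and 2923, and the probes at an adjusted p under 0.05 were 0, so it drops the 3 called above.

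The paper's 93 unigenes with at least a 2-fold difference, 30 up and 63 down in the paper, stand against 3 probes, 2 higher and 1 lower, at the paper's stated thresholds of a false discovery rate under 0.05 and 2-fold. The methods' t-test at an unadjusted p under 0.05 with 2-fold, set before the data were examined, gave 104, 42 higher and 62 lower, which is within the paper's; none of the settings at an adjusted p comes within it. The SAM score and fold rule, which is printed with Table S1, gave 107 probes, 42 higher and 65 lower, within 1.5 times of the paper's. So did global loess, scaling between arrays, the authors' ratio, the series values and the fold from the mean log2 ratio, all set before the data were examined, and the last spot of each probe, chosen after seeing the values, with 109 probes, 39 higher and 70 lower. Not within it were median centring (147, 95 higher and 52 lower), no filter on dim spots (247, 102 and 145), probes on at least 2 arrays (158, 61 and 97), the constant at the 50th percentile (172, 72 and 100), and the arrays without replicate 1 (152, 51 and 101), 2 (141, 40 and 101) or 3 (238, 116 and 122). With both channels at 400 or more (64, 30 and 34) and without pairing of channels (68, 36 and 32) the lower count alone was not within it.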

Other observations

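The test of the lycopene β-cyclase probes was chosen after the result was seen.

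Turning the sign of array 1, 2 or 3 in turn gave 0 probes at an adjusted p under 0.05 by limma, against 3 for the arrays as they are, so 1 of 4 sign patterns gave as many; 4 patterns are too few for a share under 0.05. At an unadjusted p under 0.05 the turned patterns gave 115, 178 and 163 probes, against 883, and the SAM rule gave 14, 22 and 13, against 107.

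The lycopene β-cyclase probes read the tomato gene, while the transgene is from citrus. SGN-U221920 exceeded X86452 by 0.33, 1.36 and 1.08 on the arrays (mean 0.92, SE 0.31, not moderated). Citrus transcript may be read by these tomato probes to different degrees, but the probe sequences were not compared, so the share of citrus and tomato transcript in the 0.92 cannot be told apart.

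The carotenoid genes of Table 4 on the array had these mean log2 ratios in limma: Psy-2 0.68 (SE 0.24, adjusted p = 0.299), Pds 0.40 (SE 0.19, adjusted p = 0.376), Zds -0.01 (SE 0.22, adjusted p = 0.986), Crtiso 0.17 (SE 0.21, adjusted p = 0.724), Bch 0.23 (SE 0.28, adjusted p = 0.72), Zep -1.44 (SE 0.61, adjusted p = 0.345; from -3.18 to -0.02 on the arrays), Dxs 0.59 (SE 0.47, adjusted p = 0.582), Ggps-1 -0.10 (SE 0.21, adjusted p = 0.847) and Ggps-2 0.81 (SE 0.37, adjusted p = 0.368). Of 10 tested genes, lycopene β-cyclase X86452 included, 4 had the same direction on all 3 arrays and 0 had an adjusted p under 0.05 in limma, with 2 at an unadjusted p under 0.05. The Table 4 accessions of Psy-1, CycB and LycE matched no tested probe. Of 4 probes described as phytoene synthase 1, chosen after their values were seen, M84744 had 0.80 (SE 0.18; at the top of the Cy5 scale on all 3 arrays, so compressed), SGN-U232158 0.87 (SE 0.18), SGN-U212843 0.52 (SE 0.25; 11 spots) and SGN-U212834 -0.26 (SE 0.20), with an adjusted p from 0.195 to 0.574 in limma.

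Among the 25 lists, camera with the preset correlation passed 12, 5 higher and 7 lower. With an estimated correlation 0 passed camera (smallest adjusted p = 0.611), and 0 passed fry (smallest adjusted p = 0.302). The carotenoid and MEP list holds the lycopene β-cyclase probes SGN-U221920 and X86452, which may read citrus transcript. It was not tested without both, so its result does not speak for the tomato pathway alone. Besides the lists named with the claims, those higher were carotenoid and MEP synthesis (50 genes, 17 higher and 8 lower on all 3 arrays, median 0.25, adjusted p = 0.00513; 0.07 and not passing without replicate 2), ripening and cell wall softening (65, 27 and 12, 0.28, 0.019; not passing without replicate 2 or 3, without the filter on dim spots (0.12), on at least 2 arrays or with the adjusted t-test), heat shock (110, 34 and 8, 0.25, 0.00198; 0.10 and not passing without replicate 2) and ribosomal proteins (190, 62 and 32, 0.11, 0.017; -0.01 and not passing without replicate 1). Those lower were defence proteins (37, 3 and 14, -0.58, 0.0182; not passing without replicate 1 or 2, without the filter, on at least 2 arrays, with the adjusted t-test or without Table S1 genes) and reference genes (28, 2 and 17, -0.34, 0.0073; not passing with median centring (-0.04), without the filter or without replicate 1).

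The lists that did not pass had these medians: Calvin cycle 0.04 (passing without the filter, on at least 2 arrays and without replicate 3), chlorophyll synthesis -0.06, ABA 0.22 (passing without replicate 3), ethylene -0.16, phosphate starvation -0.30 (adjusted p = 0.0607 from camera; passing in 7 of 18 settings, with global loess, median centring, scaling, at least 2 arrays, an intensity trend, robust variance or without replicate 2), sterols -0.07, glutathione S-transferases -0.06, histones 0.10, seed markers -0.54 (3 genes), vascular markers 0.05 and proteases -0.18. Under median centring the medians of chlorophyll synthesis, ethylene, starch and sucrose, sterols, glutathione S-transferases, seed markers and proteases were above 0.

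PsbS (SGN-U213287) of the core list had a mean log2 ratio of 4.03 (SE 1.29, adjusted p = 0.282 from limma), with 7.11, 4.77 and 0.20 on the arrays.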
